# Transcriptome Analysis of *Arabidopsis* GCR1 Mutant Reveals Its Roles in Stress, Hormones, Secondary Metabolism and Phosphate Starvation

**DOI:** 10.1371/journal.pone.0117819

**Published:** 2015-02-10

**Authors:** Navjyoti Chakraborty, Priyanka Sharma, Kostya Kanyuka, Ravi R. Pathak, Devapriya Choudhury, Richard A. Hooley, Nandula Raghuram

## Abstract

The controversy over the existence or the need for G-protein coupled receptors (GPCRs) in plant G-protein signalling has overshadowed a more fundamental quest for the role of AtGCR1, the most studied and often considered the best candidate for GPCR in plants. Our whole transcriptome microarray analysis of the GCR1-knock-out mutant (*gcr1-5*) in *Arabidopsis thaliana* revealed 350 differentially expressed genes spanning all chromosomes. Many of them were hitherto unknown in the context of GCR1 or G-protein signalling, such as in phosphate starvation, storage compound and fatty acid biosynthesis, cell fate, etc. We also found some GCR1-responsive genes/processes that are reported to be regulated by heterotrimeric G-proteins, such as biotic and abiotic stress, hormone response and secondary metabolism. Thus, GCR1 could have G-protein-mediated as well as independent roles and regardless of whether it works as a GPCR, further analysis of the organism-wide role of GCR1 has a significance of its own.

## Introduction

G-protein signalling pathways are implicated in a variety of plant processes, but their upstream receptors and the role of typical G-protein coupled receptors (GPCRs) in plants are not very well understood [1,2]. The canonical GPCR gene in *Arabidopsis* (GCR1) was isolated independently by two groups [3,4]. The latter group initially called it a cytokinin receptor but subsequently found that cytokinin response was due to an independent mutation [5]. Others implicated GCR1 in PIPLC mediated regulation of DNA synthesis [6], abolishing seed dormancy and reducing flowering time [7]. Later, knock-out mutants of GCR1 were used to implicate it in seed germination in response to brassinosteroids and gibberellins [8], reducing drought stress, negative regulation of ABA induced gene expression, ABA and S1P-induced regulation of stomatal aperture [9], blue light response [10] etc. Additional GPCR candidates were reported based on their transmembrane domains [11–13], with the list eventually swelling upto 56 candidates, of which, GCR1 is bioinformatically considered to be the best candidate based on GPCR fold analysis [14]. Another candidate, GCR2, which was reported to be a 7TM ABA receptor [15] was later reported to be a homolog of lanthionine synthetase [16,17]; and eventually found to be a lantibiotic cyclase like protein with no role as a GPCR [18].

Conventional GPCRs act as ligand-activated guanine nucleotide exchange factors (GEF) to release GDP from the G-protein alpha subunit. Despite being the most studied candidate, the role of GCR1 as a GPCR remains biochemically unproven, due the lack of an identified ligand that binds GCR1, the lack of demonstration of GEF activity and the disagreement over its reported [9,12] physical interaction with G-protein alpha subunit, GPA1 [19,20].

Another argument against the role of GPCRs in plant G-protein signalling was based on the finding that the rate limiting step in plant G-protein signalling is the acceleration of GTP hydrolysis by another 7TM protein coded by AtRGS1, a GTPase accelerating/activating protein, and not GEF activity of GPCR [21,22]. This led to the assertions that plants neither have GPCRs nor require them for G-protein signalling, and that plant GPCRs predicted so far are mostly mis-annotated [23]. Another reasoning against plant GPCRs was that their homologs are also found in green algae that lack other components of G-protein signalling [24], but a complete G-protein complex was recently found in the green alga *Chara braunii* [25]. This, coupled with the lack of GAP/RGS proteins in grasses [22] and the recent report that a single pass leucine rich repeat (LRR) receptor-like protein acts like a GPCR in maize, with homologs abundant in the plant kingdom [26] point to other possibilities in receptor-G-protein coupling that cannot be completely ruled out yet. Even in the case of GCR1, the strongest GPCR candidate, there is no reason to give up hopes of finding a GCR1 ligand or GEF activity, as there is no reported evidence of failure so far.

Thus, while the controversy over the existence or requirement for G-protein coupled receptors (GPCRs) in plant G-protein signalling is far from settled, we have reframed the question, as to what is the overall role of GCR1 in *Arabidopsis*, rather than whether it codes for a GPCR or not. Functional genomics from a gene discovery perspective allows fundamental investigations into the genomewide role of GCR1 in *Arabidopsis*, including, but not limited to its role in G-protein-regulated processes. It may even contribute to resolving the current controversy to some extent. In this paper, we used whole transcriptome microarray analysis of a GCR1 knock-out mutant and its wild type in *Arabidopsis* for the first time to identify some important genes, pathways and responses regulated by GCR1, some of which, (but not all), are also regulated by G-proteins.

## Materials and Methods

### Isolation of GCR1 mutant

A T-DNA tagged mutant population from the *Arabidopsis* Knockout Facility at the University of Wisconsin [27] was screened by PCR for disruption of *GCR1* gene: The population consisted of 72,960 BASTA (glufosinate)-resistant lines of *Arabidopsis thaliana* ecotype Ws2 transformed with an activation-Tag vector pSK1015 [28]. The GCR1 mutant was detected by DNA gel blot analysis of PCR-amplified products in DNA super-pool 40 of the BASTA population using combinations of GCR1-specific primers KK66 [located upstream of the ATG start codon of GCR1 ORF] (5′-AAATCGTCAATTCAATCTCTCAGATCAGT-3′) or KK68 [locates downstream of the TGA stop codon of GCR1 ORF] (5′-GCGCCGGTTTAAGTGATAGTATTTTCATA-3′) with the left T-DNA border specific primer JL202 (5′-CATTTTATAATAACGCTGCGGACATCTAC-3′). The PCR reaction contained 1X Takara Ex-Taq polymerase buffer (Takara), 0.2 mM deoxynucleotide triphosphates (dNTPs), 0.24 pmol/μl gene-specific primer, 0.24 pmol/μl JL202 primer, and 0.05 unit/μl Takara Ex-Taq polymerase. The PCR conditions were 96°C for 5 min and 36 cycles at 94°C for 15 s, 65°C for 30 s, and 72°C for 2 min each. Sequencing of KK66-JL202 and KK68-JL202 PCR products revealed multiple T-DNA integration.

Seeds corresponding to the identified super-pools and sub-pools were grown and DNA was extracted from leaves for genotyping and sequencing of the mutant lesions. The primers KK66 and KK68 were used to detect the *GCR1* wild-type copy, and primers KK66 and JL202 were used to detect the presence of the T-DNA in the *GCR1* gene. PCR conditions were as above. PCR products were separated on agarose gels, and individual segregating plants for the GCR1 mutant (*gcr1–5*) were genotyped based on the presence or absence of wild-type and T-DNA bands.

### Phenotypic characterization of the mutants

Seeds of the wild type, Ws2 and GCR1 mutant (*gcr1–5*) were surface sterilized using 70% ethanol and washed thrice with sterile ultrapure water and stratified at 4°C for two days on half-strength B5 plates. The plates were then kept in growth chamber maintained at 22±1°C with a light intensity of 150 μM sec^-1^ m^-2^ and a photoperiod of 16:8 (light:dark). 10 day old plantlets were then transferred to 3.5 cm pots containing 1:1 mixture of soilrite and vermiculite. The pots were watered using sub-irrigation. The plants were allowed to grow for full life cycle and various phenotypic characters were measured at appropriate durations.

### Plant material and RNA isolation

*Arabidopsis thaliana* GCR1 mutant (*gcr1–5*) as well as the corresponding wild type, were grown on 1X B5 medium hydroponically in a growth chamber at 22±1°C with a light intensity of 150 μM sec^-1^ m^-2^ and a photoperiod of 16:8 hours of light:dark cycle. The seeds were vernalized prior to inoculation at 4°C for 2–3 days. Total RNA was isolated from 3–4 week old whole seedlings using a modified hot phenol-LiCl method optimized on *Arabidopsis* [29]and reported in the context of cyanobacteria [30]. RNA samples were analyzed by Nanodrop spectrophotometer and Bioanalyzer (Agilent technologies, Santa Clara, USA) to determine the quality, quantity and suitability for microarray. RNA samples having a RIN (RNA Integrity Number) value greater than 6.0 were used for microarray experiments. The isolated RNAs were also used for validating the mutants using qPCR with gene-specific primers.

### Microarray experiments and data processing

Microarray experiments were performed using Agilent 8×60k *Arabidopsis* array (AMADID 037661) with independent biological duplicates both the wild type, Ws2 and GCR1 mutant. Total RNA was transcribed into Cy3 labelled cRNA using Agilent Quick-Amp labelling kit as per manufacturer’s instructions. Labelled cRNA was purified using RNeasy minikit (Qiagen) and the specific activity of cRNA was determined as a quality control for all the samples. They were hybridized with the microarrays using Agilent *in-situ* hybridization kit as per manufacturer’s instructions. The washed slides were scanned and the images were manually verified to ensure that they are devoid of uneven hybridization, streaks, blobs and other artifacts. Hybridization across the slide was analyzed based on the number of features that were positive and significantly above background, i.e g(r) is PosAndSignif. Overall the microarray images were clean, had uniform intensity and with very low background noise. The data was then extracted from images by using Feature Extraction 10.7 software (Agilent Technologies).

### Data analysis

The data was then normalized using the recommended ‘Per Chip and Per Gene Normalization’ feature of the software GeneSpring GX Version 11.5. The correlation of replicates was checked using principal component analysis and correlation coefficients were obtained. The geometric mean (geomean) fold change values are represented as log2. The average data of biological replicates was taken for final calculations. Log2fold change value of 1.0 with p-value of 0.05 was taken cut-off for differential-regulation.

### Functional classification of significant genes

The differentially regulated gene lists were assigned gene ontology terms according the *Arabidopsis* Information Resource (TAIR 10) [31]. The differentially regulated gene lists were subjected to enriched GO categorization using AgriGO with default settings. Pathway analysis of the DEGs to obtain the list of changed pathways was done using plant MetGenMAP, which takes AraCyc as the background. Further functional classification was also carried out using Mapman tool, where the DEGs were assigned to different biological processes (bins). This tool also takes into account the log2fold change and represents it as coloured boxes on the software generated biological process map.

### Data validation using qPCR

Differentially expressed genes obtained from microarray analyses were verified by RT-qPCR using Stratagene Mx3000P (Agilent technologies). Typically, total RNA was digested by RNase-free DNase (Fermantas), repurified, quantified and 5 μg of RNA was used for cDNA preparation for each biological replicate using Oligo(dT) primers and RevertAid reverse transcriptase (Fermentas). The analyses were done using biological triplicates, out of which two were the same as used for microarray. Sequences for designing the primers were obtained from TAIR. PCR amplifications were performed in 20 μl by using the BrilliantIII Ultrafast SYBR Green QPCR mastermix (Agilent Technologies) with 1.0 μl of sample cDNA and 100 nmoles of each gene-specific primer. Primer efficiency was determined by serial dilution of the template and only primers that worked at 90–110% efficiency were used for all qPCR analyses. The specificity of primer pairs was obtained by melting curve analysis of the amplicons. Actin2 (ACT2) was used as an internal control for normalization. Quantification of the relative changes in gene expression was performed by using Pffafl method [32].

## Results

### GCR1 mutant characterization

Sequencing of the PCR-amplified GCR1 gene confirmed the mutation in the second intron of GCR1 (Fig. 1A), similar to the mutant *gcr1–3* described previously, except that it had two T-DNAs with their right borders facing each other, instead of the single T-DNA insertion reported earlier [9]. qPCR with gene-specific primers showed no expression of GCR1 transcript, confirming that this is a knock-out mutation (Fig. 1B). The mutant plants (*gcr1–5*) were phenotypically characterized for root length, plant height, leaf shape, etc. It was found that other than total number of siliques (S1 Fig.), *gcr1–5* is barely distinguishable from the wild type as is the case with other known GCR1 mutants [8,9].

**Fig 1:**
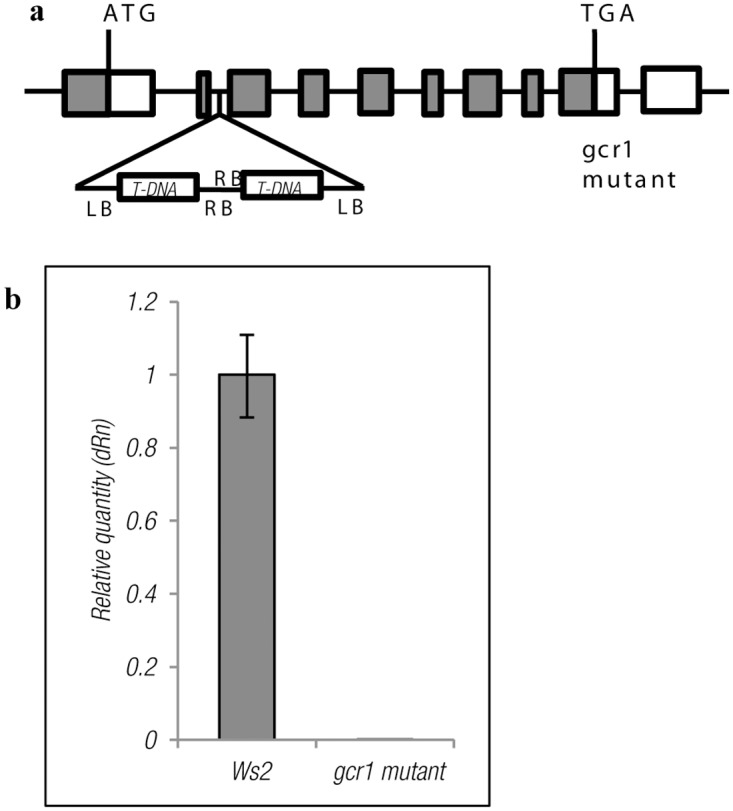
(a) T-DNA insertion site/orientation in the mutated gene of GCR1. The exons are represented as boxes and the introns are represented as lines. LB and RB represent the left and right border respectively. (b) qPCR validation of the mutant. The real time RT-PCR was performed in triplicate using independent samples of total RNA and the values are represented as relative quantity ± SE.

### Microarray analysis and validation

The experiment was carried out in accordance with MIAME compliance and the high correlation coefficients between biological replicates (>0.95) clearly indicate the robustness and a high level of reproducibility of the data (S1 Table). 

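Cy3-labelled cRNA from whole seedlings of Ws2, the ecotype in which the mutant was isolated, and of gcr1-5 was hybridized to Agilent arrays read in a single colour, with 2 arrays per genotype from separate biological replicates. The seedlings were 3 to 4 weeks old and had been grown at 22 °C with 16 h of light and 8 h of dark. The slide also held 2 arrays of a GPA1 mutant, gpa1-5, and 2 arrays of the double mutant gpa1-5 gcr1-5, which the paper does not report on. The authors deposited the output of Agilent's Feature Extraction software, which gives a background-corrected intensity for each spot and marks spots that are well above background and spots that are outliers. These intensities had not been normalized between arrays, so the per chip and per gene normalization of the paper is not part of them. Each array held 62976 spots, 61657 of them not controls, for 43613 probes, of which 18044 were spotted in 2 copies. The 75th percentile of the intensity was 2499 and 2774 on the Ws2 arrays and 2338 and 2413 on the gcr1-5 arrays, and no spot was saturated. Well above background were 65.6% and 67.7% of the probes on the Ws2 arrays and 72.5% and 71.4% on the gcr1-5 arrays. Outlier marks were set on 376 and 783 spots of the Ws2 arrays and on 236 and 431 spots of the gcr1-5 arrays.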

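From these intensities, each spot's log2 value was set relative to the 75th percentile of its array, so that a value of 0 is that percentile. Control spots and outlier-marked spots were left out, and the spots of a probe were averaged. A probe was tested where it was well above background on both arrays of at least 1 genotype. Differences between gcr1-5 and Ws2 were tested with limma, by lmFit and eBayes with an intensity trend, and adjusted by the Benjamini-Hochberg method. The small number of arrays limits the precision of each SD. Where no array of a genotype was well above background, the difference is given as a bound against the lowest signal well above background on those arrays. A gene with several probes is represented by the brightest. For GCR1 (AT1G48270), which has a single probe, the normalized log2 intensity was -3.07 and -2.89 on the Ws2 arrays. On the gcr1-5 arrays it was -7.68 in replicate 1, not well above background, and -4.33 in replicate 2, where the probe was well above background. The difference of -3.03 (SE 1.00) had an adjusted p of 0.21 from limma. It was decided by these replicates, being at least 13.7-fold lower without gcr1-5 replicate 2 (limma, adjusted p = 0.0094) and at -1.35 without gcr1-5 replicate 1 (limma, adjusted p = 0.08). GPA1 (AT2G26300) was at 1.57 ± 0.04 (SD, n = 2 arrays) in Ws2 and 1.73 ± 0.01 (SD, n = 2) in gcr1-5, a log2 difference of 0.16 (limma, adjusted p = 0.23).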

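The Pearson correlation of the normalized log2 values, taken across 42399 probes, was 0.987 between the Ws2 replicates and 0.986 between the gcr1-5 replicates. Probes are not independent replicates, so these coefficients carry no test. The choice of scale and spots moved them most, and the correlation between the gcr1-5 replicates was 0.963 on unlogged intensities, and 0.883 on unlogged intensities with control and outlier-marked spots included, a setting added after the values were seen.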

A stringent cut-off value of 1.0 (geometric mean log_2_) with a p-value of ≤ 0.05 was used for determining the up- or down-regulated genes in the mutant with respect to the wild type control. A total of 432 differentially regulated spots were obtained in the mutant (314 up-regulated and 118 down-regulated). These spots corresponded to 350 unique differentially expressed genes (DEGs) in the mutant (265 up-regulated and 85 down- regulated). 

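Of the 30118 probes tested, 525 had a log2 fold change of at least 1 in size with an unadjusted p of at most 0.05 from limma, 410 of them up-regulated and 115 down-regulated in gcr1-5. At that p and any fold change there were 5170 probes, against 1506 that chance alone would give. After Benjamini-Hochberg adjustment, 261 of the 525 probes were below an adjusted p of 0.05, with 176 up-regulated and 85 down-regulated, and 1035 probes were below it at any fold change. In 249 of the 525 probes, no array of at least one genotype was well above background, as was the case for 1181 of all probes tested. These 249 included 227 of the up-regulated and 22 of the down-regulated probes, and 50 of them were below the adjusted p. Of the 240 probes that were well above background on all 4 arrays, 201 were below it. Testing probes regardless of background added the most, giving 1288 probes of which 51.0% were up-regulated, and normexp background correction removed the most, leaving 145. A single array also weighed on it, since without Ws2 replicate 1 the count was 1095 and 39.5% of these were up-regulated, against 78.1% with all 4 arrays. The background filter was not even between the genotypes. The lowest signal well above background was -5.77 and -5.83 on the Ws2 arrays and -6.76 and -6.37 on the gcr1-5 arrays. Dim probes thus entered more readily through gcr1-5, which can add to the excess of up-regulated probes. Among the 240 probes well above background on all 4 arrays, 66.2% were up-regulated.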

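No locus could be given to 83 of the 525 probes. The others represented 403 genes, 323 up-regulated and 80 down-regulated, out of 20483 genes with a tested probe. With normexp background correction 119 genes were left, and without Ws2 replicate 1 there were 772. The probes below the adjusted p represented 214 genes. The largest changes were ranked among the 975 probes that were below an adjusted p of 0.05 in limma, well above background on all 4 arrays and changed the same way in every pair of a mutant and a wild-type array. AT2G06002, a non-coding RNA, ranked first with -3.61 ± 0.27 (SD, n = 2 arrays) in Ws2 and -0.12 ± 0.03 (SD, n = 2) in gcr1-5, a log2 fold change of 3.49 (SE 0.14, limma adjusted p = 0.0023). It was followed by AT2G44240 at 2.36 (SE 0.13, limma adjusted p = 0.0028), RLP22 (AT2G32660) at 2.33 (SE 0.32, adjusted p = 0.022), AT1G30730 at 2.25 (SE 0.15, adjusted p = 0.0044) and the mildew resistance gene MLO12. The germin-like protein gene GLP6 (AT5G39100) had the lowest log2 fold change, -2.15 (SE 0.29, limma adjusted p = 0.022), with SPX3, FMO1, IPS1 and PPCK2 next. Some of these changes were also seen in gpa1-5, where GCR1 differed from Ws2 by only 0.01. AT2G06002 differed from Ws2 by 3.95 in gpa1-5 and 4.45 in the double mutant, and GLP6 by -2.68 and -1.28. SPX3 differed by -0.77 and 0.36. For genes such as AT2G06002, loss of GCR1 and a state of the Ws2 seedlings cannot be told apart.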

A list of the top 20 up- and down-regulated genes are shown in Table 1. 

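Among the 40 genes of Table 1, 20 had a brightest probe that could be tested, 11 listed as up-regulated and 9 as down-regulated. For 16 genes that probe was not well above background on both arrays of either genotype, and for 4 an outlier mark left no value on an array. By the sign of the difference, whatever its size, 14 of the 20 tested genes had the direction of Table 1, among them AT2G47300 with a difference of 0.00, and 10 of these were below an adjusted p of 0.05 in limma with a fitted change of at least 2-fold, which the bounds below do not establish for AT5G48430. Besides AT2G06002, these were genes for which one genotype had no array well above background. AT5G11140 was at least 11.2-fold higher in gcr1-5, RRTF1 (AT4G34410) at least 8.60-fold, PER4 (AT1G14540) at least 3.74-fold, PR1 (AT2G14610) at least 2.54-fold, CYP94B3 (AT3G48520) at least 2.06-fold and AT5G48430 at least 1.22-fold, with limma adjusted p from 0.0023 to 0.044. At least 3.86-fold lower was AT5G35870, at least 3.41-fold lower AT5G54370 and at least 2.50-fold lower AT3G32896 (limma, adjusted p of 0.011, 0.018 and 0.031). These decreases each rest on a single spot, which was well above background on the Ws2 arrays and in no mutant. AT5G35870 and AT5G54370 each had another probe, not tested, that did not change at least 2-fold the same way. The spots of AT5G35870 and AT3G32896 lay in rows 22 and 30, near the edge where outlier marks gathered on Ws2 arrays. Stray signal on the Ws2 arrays thus stays open for these genes. The brightest probes of the other 10 tested genes had log2 fold changes between -0.18 for AT1G26250 and 0.35 for NAI2 (AT3G15950), none below an adjusted p of 0.05 in limma. NAI2 and AT5G03440 each had another tested probe, which differed by -3.43 and -3.80. Among the alternatives set beforehand the background filter moved this count most, to 27 of 36 tested genes without it and to 4 of 10 when all arrays had to pass it, while averaging all probes of a gene gave 19 of 20.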

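For each gene the probe closest to its value in Table 1 was then taken spot by spot, a choice made after the values were seen, and for 25 of the 40 genes it was spotted in 2 copies. In 5 of the 25 the second spot changed at least 2-fold the same way, and in 20 it did not. The median size of the log2 difference was 3.55 on the spot that changed more in the direction of Table 1 and 0.70 on its copy. The spot that changed more carried an outlier mark on a Ws2 or gcr1-5 array in 12 of these 25 genes and its copy in 0, and the only spot did in 5 of the other 15. Over all 40 genes, the spot that changed more, or the only spot, lay in the first 32 of the 384 rows of the array for 20 genes, or 50%, while 8.32% of all spots lie there.

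**Figure D1:**
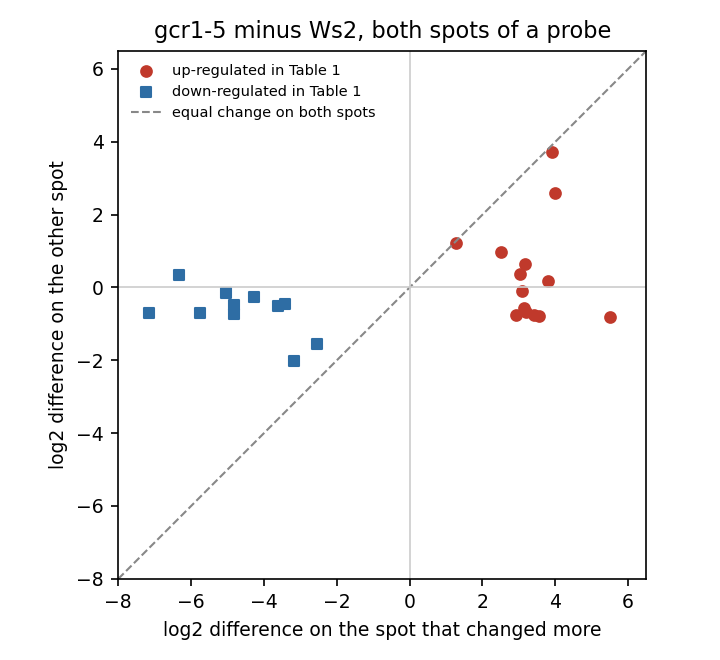
Log2 difference between gcr1-5 and Ws2 on the 2 spots of the same probe, for the 25 genes of Table 1 whose probe was spotted in 2 copies. The horizontal axis gives the spot that changed more and the vertical axis its copy, red circles are genes that Table 1 lists as up-regulated, blue squares those it lists as down-regulated, and the dashed line marks equal change. For 20 of the 25 genes the copy did not change at least 2-fold the same way.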

A heatmap of all the differentially regulated genes is shown in Fig. 2a. A set of 17 (8 up-regulated and 9 down regulated) genes representing all the affected biological processes were subjected to RT-qPCR using gene specific primers checked for efficiency (90–100%). The results of RT-qPCR matched with the microarray data in all the cases with a Pearson product moment correlation of 0.98 (p-value > 0.0001) (Fig. 3), validating the basic trends of regulation of gene expression on the microarray. 

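On the arrays, 14 of the 17 genes of Fig. 3 could be tested, and all 14 changed in the direction given in Fig. 3. Of these, 12 were below an adjusted p of 0.05 in limma, 11 of them with a fitted change of at least 2-fold (for AT2G36690 the bound is lower), 5 up-regulated and 6 down-regulated. PGSIP7 (AT2G35710) had a log2 fold change of 1.7 (SE 0.09, limma adjusted p = 0.0028), and its other tested probe one of 0.23. FMO1 (AT1G19250) fell from -1.81 ± 0.05 (SD, n = 2 arrays) in Ws2 to -3.78 ± 0.25 (SD, n = 2) in gcr1-5, a difference of -1.97 (SE 0.15, limma adjusted p = 0.0047). The zinc finger gene AT2G02160 was at 3.24 ± 0.10 (SD, n = 2) and 3.17 ± 0.07 (SD, n = 2), a difference of -0.07 (SE 0.07, limma adjusted p = 0.68), and its other probe differed by 0.03. AT1G49570, AT4G01350 and AZG2 (AT5G50300) were not tested, since their probes were not well above background on both arrays of either genotype. Without the background filter, 17 of 17 genes had the direction of Fig. 3.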

The list of candidate genes along with the primer sequences are given in the S2 Table.

**Table 1:** List of the top 20 up-regulated and the top 20 down-regulated genes in the GCR1 mutant.

Gene Description	Locus id	Accession id	Gene name	Log2FC	p-value
Up-regulated in *gcr1–5*					
LOB domain-containing protein 27	AT3G47870	NM_114657	LBD27	8.07	0.0116
Paired amphipathic helix (PAH2) superfamily protein	AT1G24200	NM_102266	AT1G24200	5.47	0.0182
phospholipase-like protein (PEARLI 4) family	AT5G11140	NM_121152	AT5G11140	4.57	0.0002
Redox responsive transcription factor 1	AT4G34410	NM_119606	RRTF1	3.81	0.0166
Pathogenesis-related gene 1	AT2G14610	NM_127025	PR1	3.62	0.0173
Basic-leucine zipper (bZIP) transcription factor family protein	AT5G42910	NM_123656	AT5G42910	3.58	0.0348
other RNA	AT2G06002	NR_022465	AT2G06002	3.48	0.0030
C2H2 and C2HC zinc fingers superfamily protein	AT3G01030	NM_110968	AT3G01030	3.42	0.0118
aspartyl protease family protein	AT5G48430	NM_124218	AT5G48430	3.30	0.0187
S-locus lectin protein kinase family protein	AT1G11340	NM_101007	AT1G11340	3.25	0.0154
unknown protein	AT3G60647	NM_001125395	AT3G60647	3.23	0.0055
XH domain-containing protein	AT1G80970	NM_106745	AT1G80970	3.23	0.0363
Poltergeist	AT2G46920	NM_180132	POL	3.23	0.0211
Peroxidase 4	AT1G14540	NM_101321	PER4	3.15	0.0024
unknown protein	AT5G66810	NM_126079	AT5G66810	3.11	0.0289
unknown protein	AT3G55570	NM_115414	AT3G55570	3.10	0.0235
Cytochrome p450, family 94, subfamily b, polypeptide 3	AT3G48520	NM_114710	CYP94B3	3.01	0.0110
Ethylene response sensor 2	AT1G04310	NM_100312	ERS2	2.91	0.0420
Chromomethylase 1	AT1G80740	NM_106722	CMT1	2.87	0.0284
Unknown protein	AT3G28870	NM_113808	AT3G28870	2.87	0.0060
	Down-regulated in *gcr1–5*				
AZA-guanine resistant2	AT5G50300	NM_124409	AZG2	-7.14	0.0104
tRNA synthetase-related	AT5G10880	NM_121126	AT5G10880	-6.52	0.0049
Protein of unknown function	AT1G04890	NM_100367	AT1G04890	-6.34	0.0069
Homeodomain-like superfamily protein	AT5G62110	NM_125604	AT5G62110	-5.82	0.0063
Leucine-rich repeat protein kinase family protein	AT5G24100	NM_122315	AT5G24100	-5.26	0.0123
unknown protein	AT2G13547	EF183317	AT2G13547	-5.10	0.0016
unknown protein	AT5G24250	NM_122331	AT5G24250	-5.01	0.0402
CCCH-type zinc finger family protein	AT2G02160	NM_126276	AT2G02160	-4.57	0.0499
F-box associated ubiquitination effector family protein	AT3G06280	NM_111503	AT3G06280	-4.48	0.0350
Methionine sulfoxide reductase b7	AT4G21830	CD530941	AT4G21830	-4.34	0.0277
Late embryogenesis abundant (LEA) protein-related	AT5G54370	NM_124817	AT5G54370	-4.08	0.0143
Potential natural antisense gene	AT1G71828	NR_027728	AT1G71828	-3.96	0.0391
unknown protein	AT5G35870	NM_122978	AT5G35870	-3.95	0.0019
unknown protein	AT5G03440	NM_120423	AT5G03440	-3.80	0.0082
Similar to yeast POP1	AT2G47300	NM_001084603	AT2G47300	-3.74	0.0208
Proline-rich extensin-like family protein	AT1G26250	NM_102389	AT1G26250	-3.67	0.0041
unknown protein	AT3G32896	NM_148781	AT3G32896	-3.66	0.0199
unknown protein	AT3G50674	NM_001125338	AT3G50674	-3.66	0.0236
Leucine-rich repeat protein kinase family protein	AT1G24650	NM_102307	AT1G24650	-3.49	0.0363
Similar to TSK-associating protein 1	AT3G15950	NM_112465	NAI2	-3.44	0.0077

**Fig 2:**
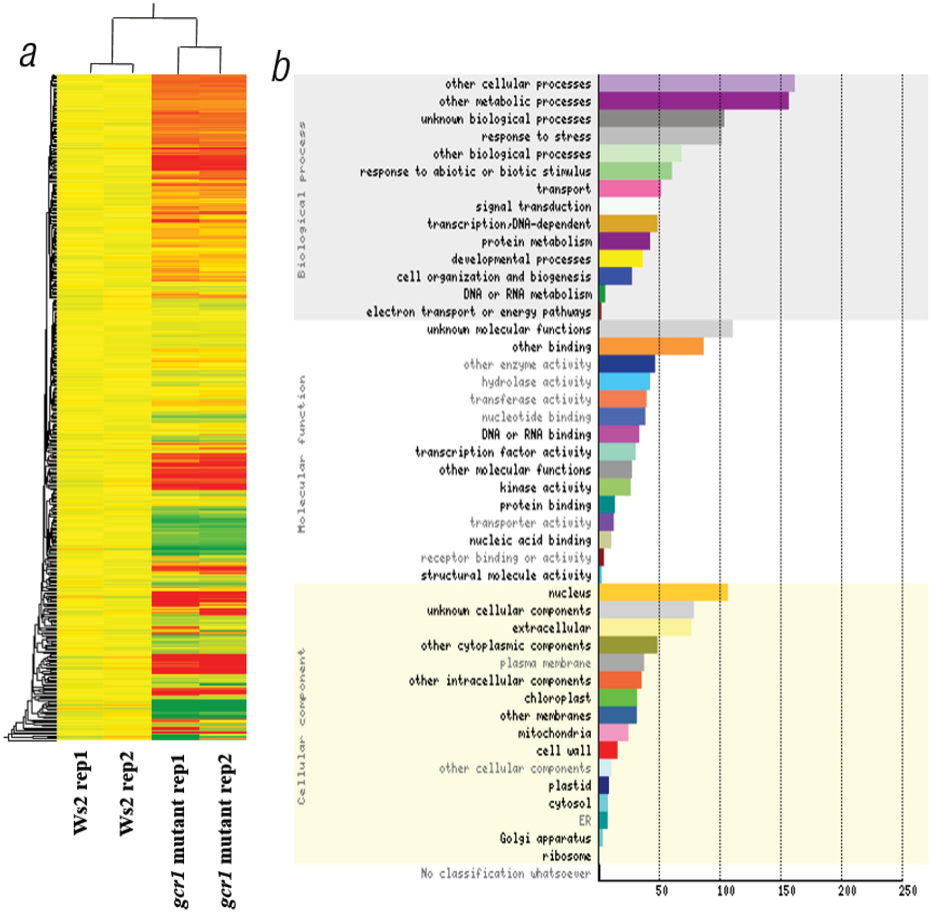
(a) Heat map of differentially expressed genes. The background-subtracted microarray data was subjected to hierarchical clustering using Genespring software ver. 11.5 to generate the heatmap. Yellow represents the control data, while red and green represent up-regulation and down regulation respectively. (b) GO categorization of DEGs. The DEGs were categorized into GO classes using classification superviewer tool of Bioarray resource (www.bar.utoronto.ca)

**Fig 3:**
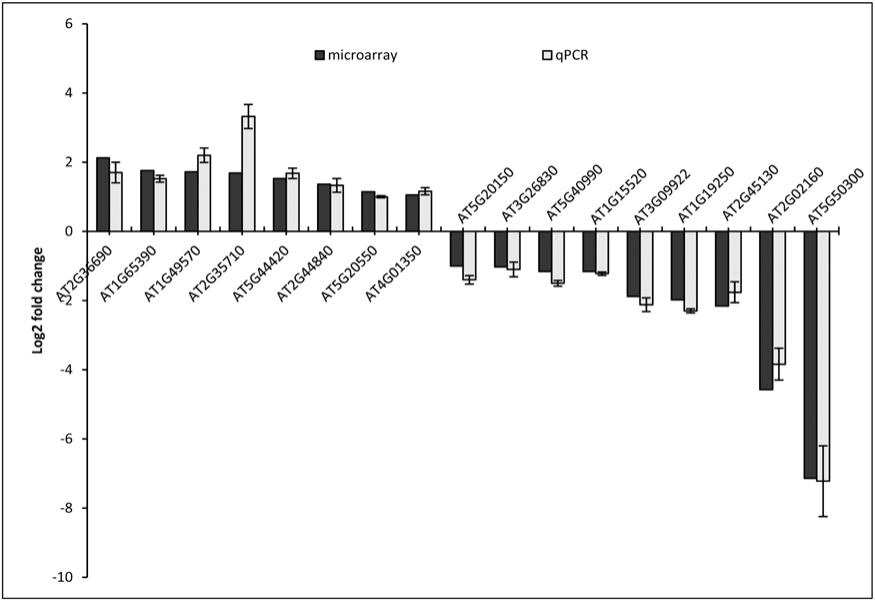
Validation and comparison of microarray results using qPCR for a few genes selected from each of the important biological processes. The experiment was carried out using biological triplicates and the values are presented as log2FC ± SE. (AT2G36690–2-OG; AT1G65390—ATPP2-A5; AT1G49570—peroxidase family protein; AT2G35710—PGSIP7; AT5G44420—PDF1.2; AT2G44840—ERF13; AT5G20550–2-oxoglutarate; AT4G01350—Cysteine/Hisidine-rich C1 domain family protein; AT5G20150—SPX1; AT3G26830—PAD3; AT5G40990—GLIP1; AT1G15520—PDR12; AT3G09922—IPS1; AT1G19250—FMO1; AT2G45130—SPX3; AT2G02160—CCCH type zinc finger family protein; AT5G50300—AZG2.

### Stress response genes among GCR1-regulated genes

Mapman analysis mapped 119 DEGs as belonging to the biotic stress response category (Fig. 4), including some genes that are involved in both biotic and abiotic stresses and other related caterogies such as hormone signalling, transcription factors etc., with a putative role in biotic stress. This finding was substantiated by further analysis using GO slim classification. It mapped 310 genes, out of which 101 genes (32.6%) belonged to the stress responsive category, the largest among the ‘known’ processes (Fig. 2b), even though many more genes are categorized under ‘unknown’ or ‘other’ processes. Singular enrichment analysis (SEA) using AgriGO, revealed the very high significance levels of the gene clusters (S3 Table). Enriched GO classification revealed that all the classes can be broadly grouped into only four categories, i.e. response to stimulus (mainly stress), protein modification, response to hormones and response to nutrient levels or starvation (Fig. 5). The largest enriched class was that of response to stimulus with 75 genes, which included several stress-related classes like defense response, response to stress, defense response-incompatible interaction and response to stimulus as the most significant classes in their decreasing order of significance level. In terms of the number of genes per cluster, the largest clusters belong to plant defensins (PDF), mildew resistance locus O proteins (MLO), and the Toll Interleukin1 receptor-nucleotide binding site-leucine-rich repeat type R (TIR-NBS-LRR) class, which are involved in biotic stress response. In addition, there are genes involved in abiotic stress such as, *Arabidopsis* Zinc Finger (AZF) and *Arabidopsis* thaliana Phloem Protein 2 A5 (ATPP2-A5). 

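Families were counted from the gene descriptions in the array files, over genes with a tested probe, of which 1.97% passed a log2 fold change of 1 with an unadjusted p of at most 0.05 in limma. Among 33 plant defensin genes 7 were up-regulated and 0 down-regulated by that rule (Fisher's exact test against all other genes, adjusted over the 15 families counted, p = 4.5e-05). This and the other tests of families are one-sided for an excess of called genes, so a high p does not speak to a deficit. In the TIR-NBS-LRR class 4 of 32 genes were up-regulated and 0 down-regulated (Fisher's exact test, adjusted p = 0.01). Among the MLO genes 1 of 11 was up-regulated and 0 were down-regulated (Fisher's exact test, adjusted p = 0.33). With normexp background correction 4 defensin genes were up-regulated (Fisher's exact test, adjusted p = 0.00058), and the TIR-NBS-LRR class no longer passed (adjusted p = 0.11 by the same test).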

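PP2-A5 (AT1G65390) rose from -2.13 ± 0.00 (SD, n = 2 arrays) in Ws2 to -0.36 ± 0.04 (SD, n = 2) in gcr1-5, a log2 fold change of 1.77 (SE 0.07, limma adjusted p = 0.0023). Of the AZF genes, AZF1 (AT5G67450) had a log2 fold change of 1.31 (SE 0.12, limma adjusted p = 0.0077). AZF2 (AT3G19580) changed by less, 0.47 (SE 0.07, limma adjusted p = 0.031), and by -0.44 (limma, adjusted p = 0.65) when all its probes, whatever their brightness, were averaged. AZF3 (AT5G43170) differed by 0.35 (SE 0.10), which was not below an adjusted p of 0.05 (limma, adjusted p = 0.15).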

Several peroxidases and transcription factors involved in biotic and abiotic stress response were also found to be differentially expressed in the mutant.

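Among 68 peroxidase genes with a tested probe, 5 were up-regulated and 1 was down-regulated by the paper's limits (Fisher's exact test, adjusted p = 0.0082), and 3 and 1 of these were also below an adjusted p of 0.05 in limma. With normexp background correction 1 peroxidase gene remained past the limits (Fisher's exact test, adjusted p = 0.49). WRKY genes were called in 7 of 56 cases, all up-regulated (Fisher's exact test, adjusted p = 0.00082 and, with normexp correction, 0.16).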

**Fig 4:**
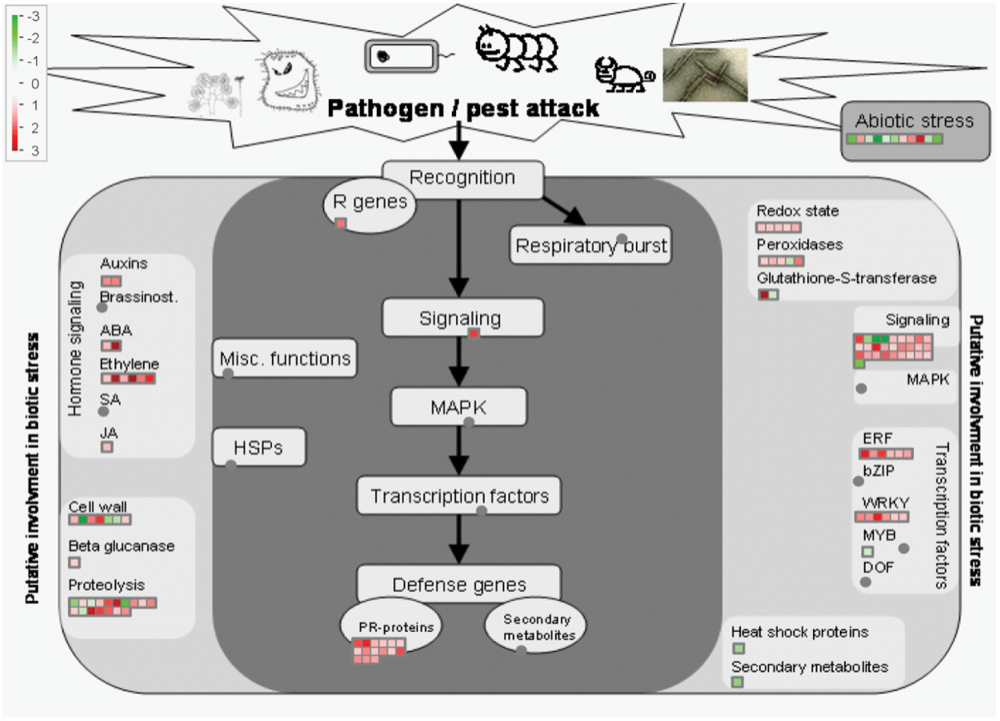
Mapman analysis of genes differentially regulated in *gcr1* mutant. Out of the total list of 350 DEGs, 119 mapped onto biotic stress response. The red dots represent the up-regulated genes, green dots represent the down-regulated genes and the grey dots represent the genes to which none of the DEGs were assigned. The level of differential regulation is according to the scale given.

**Fig 5:**
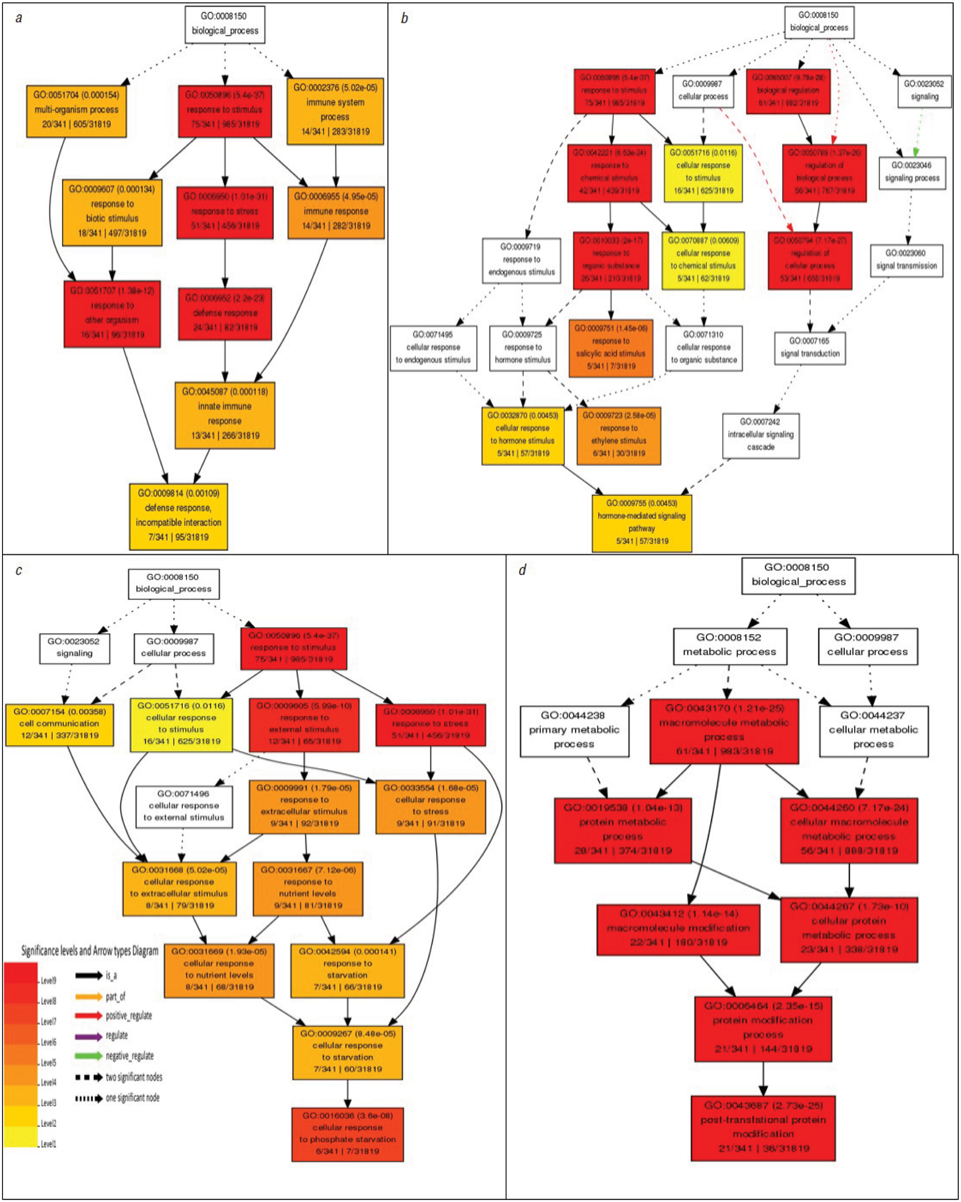
Singular enrichment analysis (SEA) of the DEGs using AgriGO into important biological processes. (a) Stress response (b) Hormone response (c) Response to Phosphate starvation (d) Protein modification.

### Hormone biosynthesis/response genes affected in GCR1 mutant

AgriGO analysis also revealed that some of the DEGs in the GCR1 mutant are involved in hormone biosynthesis as well as in response to various hormones (S3 Table). They include cytokinin oxidase/dehyrogenase (CKX4) which is involved in cytokinin biosynthesis as well in abiotic stress response, genes involved in salicylic acid response (PDF1.2, PDR12, WRKY18, GLIP1, etc), ethylene response (ERS2, ERF13, PDR12, etc) and ABA mediated pathway (LECRKA4.2, LECRKA4.3). These results indicate the prominent role of GCR1 in hormone biosynthesis/response.

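CKX4 (AT4G29740) rose from -5.42 ± 0.14 (SD, n = 2 arrays) in Ws2 to -3.68 ± 0.46 (SD, n = 2) in gcr1-5, a log2 fold change of 1.74 (SE 0.27, limma adjusted p = 0.030). The genes listed under salicylic acid and ethylene went both ways. WRKY18 (AT4G31800) was up-regulated by 1.1 (SE 0.08, limma adjusted p = 0.0047) and ERF13 (AT2G44840) by 1.37 (SE 0.09, limma adjusted p = 0.0042). PDR12 (AT1G15520) was down-regulated, with -1.16 (SE 0.15, limma adjusted p = 0.019), as was GLIP1 (AT5G40990), with -1.15 (SE 0.12, limma adjusted p = 0.011). ERS2 (AT1G04310) was at -0.32 ± 0.12 (SD, n = 2) in Ws2 and -0.44 ± 0.11 (SD, n = 2) in gcr1-5, a difference no larger than the spread between replicates (log2 fold change -0.12, limma adjusted p = 0.58). For the ABA pathway, LECRKA4.2 (AT5G01550) had a log2 fold change of 1.4 (SE 0.11, limma adjusted p = 0.0051). The brightest probe of LECRKA4.3 (AT5G01560) differed by 0.03 (SE 0.09, limma adjusted p = 0.91), while its other probe differed by 1.98.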

### Phosphate starvation response genes among GCR1-regulated genes

Interestingly, enriched GO analysis revealed several genes related to phosphate response/starvation as downregulated in the GCR1 mutant (Table 2, Fig. 5c). They include SPX domain containing genes (SPX1, SPX3) and galactolipid/sulfolipid biosynthesis genes (MGD2, MGDC, SQD2), which are known to get differentially regulated on phosphate starvation. This finding would need further investigation.

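All of these genes were well above background on all 4 arrays, and each was lower in both gcr1-5 replicates than in both Ws2 replicates. SPX3 (AT2G45130) fell from -0.40 ± 0.01 (SD, n = 2 arrays) in Ws2 to -2.55 ± 0.10 (SD, n = 2) in gcr1-5, a log2 fold change of -2.15 (SE 0.09, limma adjusted p = 0.0023). SPX1 (AT5G20150) fell from 4.45 ± 0.01 to 3.46 ± 0.02 (SD, n = 2 each), a change of -0.99 (SE 0.05, limma adjusted p = 0.0027). The non-coding RNA gene IPS1 (AT3G09922), which the discussion adds, fell from -1.40 ± 0.07 to -3.28 ± 0.00 (SD, n = 2 each), a change of -1.88 (SE 0.09, limma adjusted p = 0.0023). In galactolipid synthesis, MGDC (AT2G11810) had a log2 fold change of -1.60 (SE 0.08, limma adjusted p = 0.0023) and MGD2 (AT5G20410) one of -1.0 (SE 0.06, limma adjusted p = 0.0034). For the sulfolipid gene SQD2 (AT5G01220) it was -1.09 (SE 0.07, limma adjusted p = 0.0042). Over these 6 genes the median was -1.35 (camera in limma, adjusted p = 4.9e-15 over the lists tested, lower in 6 of 6 genes). The set also passed under fry, with p = 8.1e-06, and under camera with an estimated correlation, with p = 0.014. The study chose these genes on the same arrays, so the set tests are not independent evidence. Leaving out gcr1-5 replicate 1 moved the median most, to -1.28.

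**Figure D2:**
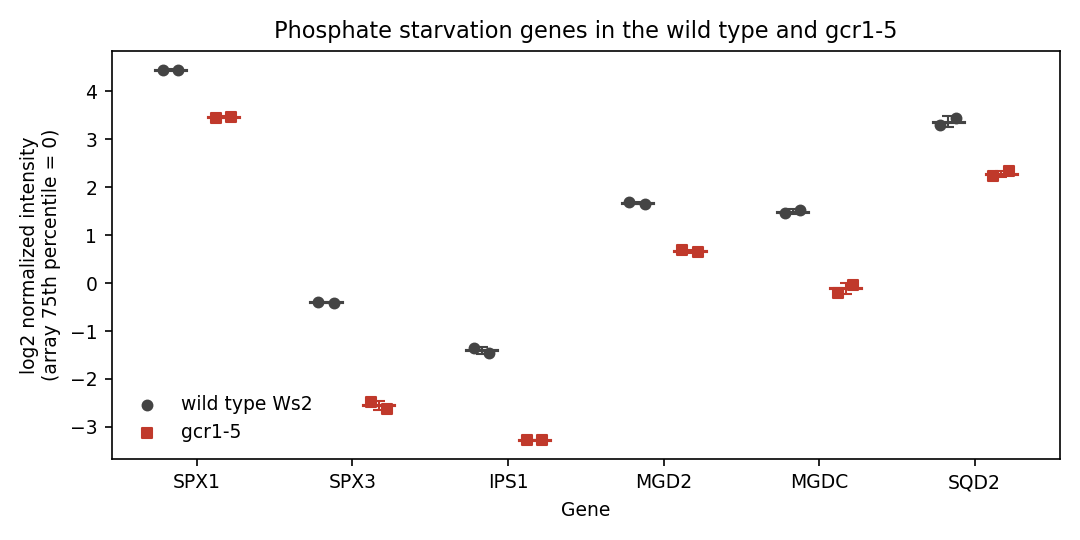
Normalized log2 intensity of the 6 phosphate starvation genes in Ws2 (grey circles) and gcr1-5 (red squares), where 0 is the 75th percentile of the array. Points are single arrays, and lines give the mean and SD of 2 arrays per genotype. For each gene both gcr1-5 arrays lie under both Ws2 arrays.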

**Table 2:** List of changed pathways with the genes and their log2fold change value involved in the pathway.

Pathway name	p-value	Genes involved	Log2fold change value
**fatty acid a-oxidation**	0.018437	AT3G01420	1.50
**sulfolipid biosynthesis**	0.018437	AT5G01220	-1.10
**camalexin biosynthesis**	0.027535	AT3G26830	-1.03
**leucopelargonidin and leucocyanidin biosynthesis**	0.0322	AT5G20550	1.15
		AT2G36690	1.12
**leucodelphinidin biosynthesis**	0.0322	AT5G20550	1.15
		AT2G36690	1.12
**flavonoid biosynthesis**	0.038214	AT5G20550	1.15
		AT2G36690	1.12
**homogalacturonan degradation**	0.038723	AT2G41850	1.83
		AT4G02330	1.11
		AT1G05310	-1.29
**glycolipid biosynthesis**	0.04549	AT2G11810	-1.61
		AT5G20410	-1.01
monolignolglucosides biosynthesis	0.05435	AT5G66690	-1.66
coniferin metabolism	0.05435	AT5G66690	-1.66
cytokinins degradation	0.063132	AT4G29740	1.74
13-LOX and 13-HPL pathway	0.063132	AT1G72520	1.22
abscisic acid biosynthesis	0.089016	AT4G18350	1.24
flavonol biosynthesis	0.154768	AT3G49620	-1.19
jasmonic acid biosynthesis	0.170489	AT1G72520	1.22
very long chain fatty acid biosynthesis	0.178245	AT5G43760	1.74
triacylglycerol degradation	0.208588	AT1G30370	1.83
IAA biosynthesis I	0.216007	AT2G30770	-1.78
ascorbate glutathione cycle	0.286654	AT3G09940	1.17
Phospholipases	0.30004	AT4G37070	1.46
superpathway of flavones and derivatives biosynthesis	0.44851	AT3G49620	-1.19

Pathways marked in **bold** are significantly changed with p-value ≤ 0.05.

### Protein kinases/phosphatases and transcription factors regulated by GCR1

Functional classification of DEGs identified by enriched GO analysis revealed many genes involved in protein modification by phosphorylation/dephosphorylation (S3 Table, Fig. 5d). The list included several serine/threonine kinases, leucine-rich kinases and S-locus pectin kinase families, and phosphatases like PP2C and PPCK, some of which are also annotated under stress response. 

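By the paper's limits, 2 of 195 serine/threonine kinase genes with a tested probe were up-regulated and 2 down-regulated, a share close to that of all genes (Fisher's exact test, adjusted p = 0.73). Leucine-rich repeat kinase genes had 4 up-regulated and 1 down-regulated among 103 (Fisher's exact test, adjusted p = 0.11). Calls were made for 1 of 16 S-locus kinase genes and 1 of 50 protein phosphatase 2C genes, both up-regulated (Fisher's exact test, adjusted p of 0.41 and 0.79). PPCK2 (AT3G04530) fell from -1.15 ± 0.05 (SD, n = 2 arrays) in Ws2 to -2.95 ± 0.04 (SD, n = 2) in gcr1-5, a log2 fold change of -1.80 (SE 0.09, limma adjusted p = 0.0023). PPCK1 (AT1G08650) fell by 0.81 on the log2 scale (SE 0.11, limma adjusted p = 0.021).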

Transcription and gene regulation also figured as major categories in functional classification. Comparing them with the Plant transcription factor database (PlantTFDB 2.0) revealed more than 25 transcription factor families, most of which were up-regulated in the mutant. 

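The gene descriptions of the array files name 7 of the transcription factor families that could be counted here, in which 20 genes were up-regulated and 1 was down-regulated by the paper's limits. Up-regulated genes outnumbered down-regulated ones in 4 of these families and the counts were equal in 3. After the WRKY genes, the AP2/ERF class had the most calls, 6 of 57 genes, all up-regulated (Fisher's exact test, adjusted p = 0.0043 and, with normexp correction, 0.16). Next were bHLH genes with 4 of 66 up-regulated (Fisher's exact test, adjusted p = 0.1) and C2H2 zinc finger genes with 2 of 42 up-regulated. Of 133 MYB genes 1 was up-regulated and 1 down-regulated, and of 28 B3 or ABI3/VP1 genes and 21 MADS genes 0 were called.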

The most represented transcription factor families were WRKY, MYB, AVI3/VP1, bHLH and C2H2 (Fig. 6). A large number of putative DNA binding and unspecified TFs also figured in the list.

**Fig 6:**
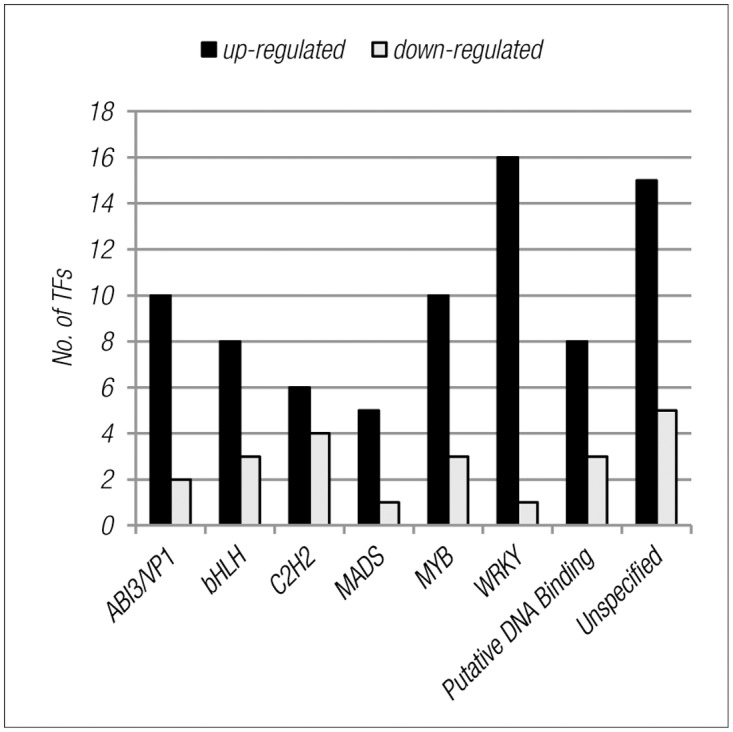
Distribution of differentially regulated transcription factors into highly represented transcription factor families.

### Secondary metabolite biosynthesis among GCR1-regulated pathways

When the DEG list was mapped to AraCyc [33] using plant MetGenMAP [34], most of the pathways belonged to biosynthesis of secondary metabolites. These included pathways like sulpholipid biosynthesis, fatty acid α oxidation, camalexin biosynthesis, leucopelargonidin and leucocyanidin biosynthesis, leucodelphinidin biosynthesis, flavonoid biosynthesis, homogalacturonan degradation and glycolipid biosynthesis as significantly changed pathways (p-value ≤0.05) (Table 2). Out of the above pathways, leucopelargonindin and leucocyanidin biosynthesis, leucodelphinidin biosynthesis and flavonoid biosynthesis are part of the superpathway of flavones and derivatives biosynthesis. Both the genes encoding flavanone 3-beta hydroxylase (AT5G20550, AT2G36690) were found to be up-regulated, whereas two genes involved in glycolipid biosynthesis (AT2G11810, AT5G20410) and one each in sulpholipid biosynthesis (AT5G01220) and camalexin biosynthesis (AT3G26830) were down-regulated. 

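PAD3 (AT3G26830) fell from 1.15 ± 0.06 (SD, n = 2 arrays) in Ws2 to 0.13 ± 0.08 (SD, n = 2) in gcr1-5, a log2 fold change of -1.02 (SE 0.07, limma adjusted p = 0.0044). Both genes for flavanone 3-beta hydroxylase had no Ws2 array well above background. AT2G36690 was at least 1.42-fold higher in gcr1-5 (limma, adjusted p = 0.047). For AT5G20550 the signal of -6.13 ± 0.03 (SD, n = 2) in gcr1-5 was too close to background for a bound, and the difference from Ws2 was not below an adjusted p of 0.05 (limma, adjusted p = 0.25). The glycolipid genes AT2G11810 and AT5G20410 are MGDC and MGD2, and AT5G01220 is SQD2, all of them lower in gcr1-5 by the values given with the phosphate starvation genes.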

The DEGs involved in all other pathways were found to be up-regulated.

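All 20 genes of Table 2 had a tested probe, 18 passed the paper's limits of fold change and p, and 15 were below an adjusted p of 0.05 in limma with a fitted change of at least 2-fold, among them AT2G36690, whose bound is lower. The direction of Table 2 was seen in 19 of the 20, and averaging all probes of a gene moved this to 20. In the pathways other than those of the flavanone hydroxylase, lipid and camalexin genes there were 14 genes, 11 higher and 3 lower in gcr1-5. By the brightest probe of each gene, the lipase gene DLAH (AT1G30370) increased most, by 1.84 (SE 0.13, limma adjusted p = 0.0046). Next, level with CKX4, was the polygalacturonase gene PGAZAT (AT2G41850) at 1.74 (SE 0.09, limma adjusted p = 0.0028), though its other tested probe read 1.94. DOX1 (AT3G01420), NCED2 (AT4G18350), LOX4 (AT1G72520) and ATPMEPCRB (AT4G02330) rose by 1.50, 1.24, 1.23 and 1.12 on the log2 scale (limma, adjusted p from 0.0036 to 0.013). MDHAR (AT3G09940) rose by 1.18, with a limma adjusted p of 0.052. UGT72E2 (AT5G66690) had a log2 fold change of -1.65, CYP71A13 (AT2G30770) of -1.41 and DIN11 (AT3G49620) of -1.18 (limma, adjusted p of 0.012, 0.0042 and 0.0051). KCS20 (AT5G43760) and the pectinesterase gene AT1G05310 differed by 0.20 and 0.01 (limma, adjusted p of 0.28 and 0.98).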

## Discussion

The unsettled controversy over the existence or the need for G-protein coupled receptors (GPCRs) in plant G-protein signalling has overshadowed a more fundamental quest for the overall role of GCR1 in *Arabidopsis*. We approached it from the gene discovery perspective, using functional genomics to investigate the genomewide role of GCR1 in *Arabidopsis*, including, but not limited to its more debated role in G-protein-regulated processes. For this purpose, we isolated a T-DNA knock-out mutant of GCR1 (Fig. 1, S1 Fig.) disrupted in its 2^nd^ intron, which turned out to be similar, though not identical to *gcr1–3* reported earlier [9] and also phenotypically similar to all other known GCR1 mutants [8]. It must be noted that the slightly longer, narrower leaves of this GCR1 mutant is at variance with the rounder leaves characteristic of GPA1 and AGB1 mutants that represent G-alpha and beta subunits respectively [2,35,36].

Microarray analysis of the whole plant transcriptomes of the WT and the GCR1 mutant revealed that a total of 350 genes were differentially regulated in the mutant when compared to the wild type (Fig. 2), using a stringent cut-off value of 1.0 (geometric mean log_2_) with a p-value of ≤ 0.05. These genes span all five chromosomes, indicating an extensive genomewide role for GCR1. 

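By the same limits, the genes called here on chromosomes 1 to 5 numbered 108, 68, 62, 73 and 92. These were 2.00%, 2.16%, 1.54%, 2.34% and 1.93% of the 5408, 3148, 4036, 3119 and 4757 genes with a tested probe on each. The shares did not differ between the 5 chromosomes by more than chance (Fisher's exact test with a p from 100000 simulated tables, p = 0.13). From the spread of the differentially regulated genes over all chromosomes, the paper reasons that GCR1 has an extensive role across the genome.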

A few of the upregulated and downregulated genes have been validated by RT-qPCR (Fig. 3, S2 Table) and the top 20 up/down-regulated genes are shown in Table 1. GOslim classification of differentially expressed genes (DEGs) revealed that over 50% of them are involved in metabolic processes, while 32.5% are responsive to stress, 19% to biotic and abiotic stimuli, 16.5% involved in transport and 15.4% in transcription, with several genes figuring in more than one category. A closer examination revealed that some of the GCR1-responsive genes/processes have close parallels to those attributed to G-protein signalling in *Arabidopsis*, whereas others have either novel roles or hither to unknown in the context of G-protein signalling, as detailed below.

### Novel roles of GCR1 similar to those attributed to G-protein signalling

Stress emerged as one of the major categories and enriched GO as well as Mapman analyses revealed that most of these differentially regulated genes pertained to biotic stress, a novel finding hitherto unknown in relation to GCR1 or any other predicted GPCR. They include genes like PDF1.2 and MLO12, which are known to be involved in innate immune response and defense against pathogens [37,38]. 

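PDF1.2 (AT5G44420) rose from 1.12 ± 0.07 (SD, n = 2 arrays) in Ws2 to 2.66 ± 0.04 (SD, n = 2) in gcr1-5, a log2 fold change of 1.53 (SE 0.06, limma adjusted p = 0.0023). MLO12 (AT2G39200) rose from -3.74 ± 0.03 to -1.58 ± 0.03 (SD, n = 2 each), a log2 fold change of 2.17 (SE 0.10, limma adjusted p = 0.0023).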

We also found TIR-NBS-LRR class of proteins, which have been implicated in pathogen sensing and defense response in plants [39], as well as many receptor like kinases known to be involved in plant defense signalling. Our findings on the role of GCR1 in biotic stress in this study have some close parallels with reports that implicate heterotrimeric G-proteins in biotic stress response [40,41] and plant defense signalling [42–44]. One of the reports has shown that GCR1 partners with GPA1 in the regulation of root growth mediated by bacterial quorum sensing signals [45]. At least two genes identified as GCR1 responsive in our study (PDF1.2 and PAD3), have also been reported earlier in G-protein-mediated response to biotic stress and jasmonic acid [46,47]. The role of GCR1 in abiotic stress response is by no means insignificant, even though fewer genes figure in this category than in biotic stress. Our transcriptome data corroborate the role of GCR1 and/or G-proteins in several abiotic stresses reported in separate studies, such as drought [9], heat, cold, salt [48,49], oxidative stress [50].

Secondary metabolic pathways such as camalexin and flavonoid biosynthesis constitute another novel category of GCR1-responsive processes that was previously unknown in relation to plant GPCRs. In fungi, G-protein alpha subunit was recently shown to be involved in secondary metabolism/biosynthesis of secondary metabolites [51]. Therefore, it remains to be seen whether plant heterotrimeric G-proteins mediate biosynthesis of secondary metabolites and whether they partner with GCR1.

GCR1 is involved in hormonal responses, as is evident from the categorization of the DEGs. They are involved in the biosynthesis and mediation of multiple hormonal responses like cytokinin, ethylene, salicylic acid, ABA, etc. Some of them, including ABC transporter (PDR12) and transcription factors (WRKY18) mediate hormone responsive effects that are also involved in the regulation of stress response. Heterotrimeric G-proteins in general and GPA1 and GCR1 in particular have been implicated earlier in a variety of hormone responses [8,9,52,53]. Our transcriptome data not only corroborate them category-wise, but also in terms of some of the genes involved in these processes. At least 20 of them were earlier reported in G-protein-mediated ABA response [54].

G-proteins are known to be involved in the regulation of guard cell functions and root hair differentiation [9,52], as are transcription factor complexes comprised of bHLH, MYB and WD40 domains [55]. Our finding that bHLH and MYB are GCR1 responsive raises the possibility that these TF complexes mediate the regulation of guard cell and root hair differentiation via GCR1 and G-proteins, which needs experimental validation.

Further evidence regarding the upstream GCR1 ligand and downstream GEF activity in all the above processes would be needed before it can be conclusively established that GCR1 and GPA1 act together in those processes/responses in *Arabidopsis*.

### Novel roles of GCR1 unknown or unrelated to plant G-protein signalling

MYB and WRKY class of transcription factors are known to be involved in metabolic regulation, stress and cell fate [56,57]. Our data show that the above transcription factors, as well as the above processes they regulate are GCR1 responsive, is a significant and novel observation. This is because, barring stress discussed above, the role of GPCR or G-protein has not been reported in any of them. This is also true of GCR1-regulation of AP2/EREB class of TFs found in our study, which are known to be involved in storage compound and fatty acid biosynthesis [58]. If confirmed using other G-protein mutants, it could mean that GCR1-regulation of these genes/processes works independent of GPCR/G-protein signalling.

Another novel finding of this study is that GCR1 downregulates the genes involved in response to phosphate starvation. These genes include SPX domain containing proteins (SPX1 and SPX3) and IPS1 (induced by phosphate starvation1) [59]; MGD2 and MGDC, which are involved in galactolipid metabolism during phosphate starvation [60]. Till date, no study has implicated phosphate starvation to any component of G-proteins.

## Conclusions

Our transcriptome analysis shows for the first time that a) GCR1 has an extensive genomewide response, revealing many hitherto unknown genes and processes including, but not limited to those regulated by the known G-proteins in *Arabidopsis*; b) some of its roles, such as in biotic and abiotic stress, hormone response and secondary metabolism are among those regulated by the known heterotrimeric G-proteins; and c) GCR1 also has other important roles that are either independent of, or hitherto unattributed to G-protein signalling, such as in phosphate starvation, storage compound and fatty acid biosynthesis, cell fate etc., though the possibility of some of them being regulated by other yet-to-be identified G-proteins or their components cannot be ruled out. Overall, our results point to a serious need to revisit the role of GCR1 in G-protein signalling in *Arabidopsis*, including its possible role as a GPCR. Further, considering that GCR1 and *Arabidopsis* became the main basis for contesting the existence and the role of GPCRs in plants, our results also suggest that it may be too early to write-off plant GPCRs, or their role in plant G-protein signaling.

## Supporting Information

S1 Fig Phenotypic characterization of the GCR1 mutant. (EPS) Click here for additional data file.

S1 Table Correlation coefficients of microarray spot intensities across biological replicates of the wild type, Ws2 and the GCR1 mutant. (DOC) Click here for additional data file.

S2 Table List of genes used for validation of microarray data, with their primer sequences and efficiencies. (DOC) Click here for additional data file.

S3 Table Singular enrichment analysis (SEA) using AgriGO to obtain list of all GO biological processes with their significance levels. (DOC) Click here for additional data file.

# Supplementary material for: Transcriptome Analysis of Arabidopsis GCR1 Mutant Reveals Its Roles in Stress, Hormones, Secondary Metabolism and Phosphate Starvation
**Source:** PLoS One. 2015 Feb 10;10(2):e0117819. doi: 10.1371/journal.pone.0117819
**Supplement:** S1 Table

Table S1. Correlation coefficients of microarray spot intensities across biological replicates of the wild type, Ws2 and the GCR1 mutant. The data is highly reproducible as the replicates have a high correlation coefficient (~ 0.9).

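S1 Table correlates the spot intensities of each pair of the 4 arrays, so that a value near 1 means that the spots keep the same relative brightness on both. Over the normalized log2 values of the same arrays, gcr1-5 replicate 1 correlated at 0.985 with Ws2 replicate 1 and at 0.982 with Ws2 replicate 2. For gcr1-5 replicate 2 the coefficients were 0.9845 with Ws2 replicate 1 and 0.983 with Ws2 replicate 2. Each of these 4 coefficients between genotypes was below both coefficients between replicates of a genotype, and the SD of all 6 was 0.0019. That order changed with the scale and the background correction. On unlogged intensities gcr1-5 replicate 2 with Ws2 replicate 2 had the highest coefficient, 0.993, and with normexp correction gcr1-5 replicate 1 with Ws2 replicate 1 had 0.995, above the 0.994 of the Ws2 replicates.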

| Array Name | **GCR1 mutant rep1** | **GCR1 mutant rep2** | ***ws2* rep1** | ***ws2* rep2** |
| --- | --- | --- | --- | --- |
| **GCR1 mutantrep1** | 1 | 0.980906 | 0.959246 | 0.976177 |
| **GCR1 mutant rep2** | 0.980906 | 1 | 0.973422 | 0.991414 |
| **Ws2 rep1** | 0.959246 | 0.973422 | 1 | 0.97569 |
| **Ws2 rep2** | 0.976177 | 0.991414 | 0.97569 | 1 |

# Supplementary material for: Transcriptome Analysis of Arabidopsis GCR1 Mutant Reveals Its Roles in Stress, Hormones, Secondary Metabolism and Phosphate Starvation
**Source:** PLoS One. 2015 Feb 10;10(2):e0117819. doi: 10.1371/journal.pone.0117819
**Supplement:** S2 Table

Table S2. List of genes used for validation of microarray data, with their primer sequences and efficiencies.

| **Gene name** | **Locus id** | **Forward primer** | **Reverse primer** | **Efficiency (%)** |
| --- | --- | --- | --- | --- |
| AT4G01350 | AT4G01350 | CACCATCAACATCCTCTCCTG | CATCGCACAAGTCAAATCCAC | 100.0 |
| AT1G49570 | AT1G49570 | GTTTCATGCGCTGACATAGTTG | CAAACGGAGATGGCAGATTTG | 108.9 |
| AT2G35710 | AT2G35710 | GCAGCCTACATCTTCCCATTC | AAGCCATCAAGTAGAGCGAC | 110.0 |
| AZG2 | AT5G50300 | CCAATATCTTAGCCGACTCCG | ATTGTTCGTAGCCAGGGTTAG | 109.0 |
| PDR12 | AT1G15520 | GCGGCTTTAGGAGTCGATTT | GCTGGCTTAGCTCCTTGATTAG | 106.6 |
| AT2G02160 | AT2G02160 | CGTCTCCTGGGTTTGATGTT | TTCCCTCTCTCCTGACTTCTAC | 100.0 |
| PDF1.2 | AT5G44420 | AATGGTGGAAGCACAGAAG | TGGCTCCTTCAAGGTTAATG | 104.5 |
| GLIP1 | AT5G40990 | CCTTCACGACTATCACACTTC | CCACACGTATTGATTCCTCTC | 100.8 |
| AT5G20550 | AT5G20550 | CTTCACTCGGCACTCTCTA | GCACAGAACTCCTTGGTTAG | 98.2 |
| SPX1 | AT5G20150 | ATCTTCCCTGCTAACGAAAC | CAGCGATTGTGCTCTTCA | 97.8 |
| PAD3 | AT3G26830 | CATCCAACAACTCCACTCTT | CACGACCCATCGCATAAA | 93.0 |
| IPS1 | AT3G09922 | GACTGCAGAAGGCTGATTC | GAAGCTTGCCAAAGGATAGA | 102.1 |
| SPX3 | AT2G45130 | GCGGGAGAAGGGATATTTAG | TATTTAGCGGCGGAAGTG | 99.8 |
| AT2G36690 | AT2G36690 | GCGTGCTACATAGGGTATTG | TTTCGGCGATGGCTTTAC | 95.5 |
| FMO1 | AT1G19250 | GCGGTGTCATGCCTTTAT | CGTAGCTCTGATGTGTGTAAG | 94.4 |
| PP2-A5 | AT1G65390 | CGCTTCCTCTTCATGGACTATAC | ATGCGAGCGAGACACTAAAG | 100.3 |
| ERF13 | AT2G44840 | ACGATAACTGGAGCGACTTG | GCATCACGGAGAGTGTTGTA | 93.0 |

# Supplementary material for: Transcriptome Analysis of Arabidopsis GCR1 Mutant Reveals Its Roles in Stress, Hormones, Secondary Metabolism and Phosphate Starvation
**Source:** PLoS One. 2015 Feb 10;10(2):e0117819. doi: 10.1371/journal.pone.0117819
**Supplement:** S3 Table

**Table S3. Singular enrichment analysis (SEA) using AgriGO to obtain list of all GO biological processes with their significance levels.**

How the deposited data were processed for this re-analysis (not part of the article)

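Transcripts were measured in whole seedlings of Ws2, gcr1-5, gpa1-5 and the double mutant gpa1-5 gcr1-5, each 3 to 4 weeks old, with 2 Agilent arrays per genotype and 8 arrays in all, on a single slide. The genotype and replicate number of each array were taken from the deposited sample labels. The paper reports on Ws2 and gcr1-5 only. The authors deposited, for each array, the output of Agilent's Feature Extraction software, in which each spot has a processed intensity in one channel (Cy3) after background correction by that software, together with the mean and local background intensity and the marks for outliers and for signal well above background. The deposited intensity values were not normalized between arrays, and the GeneSpring normalization of the paper is not included in them, so it was not repeated.

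The log2 of the processed intensity was taken relative to the 75th percentile of each array over spots that were not controls. Control spots and outlier-marked spots were left out. Spots of the same probe were averaged. A probe entered a comparison when it was well above background on both arrays of at least 1 of the groups compared. Each mutant was compared with Ws2 by limma (lmFit and eBayes with an intensity trend) over the 2 arrays of each group, and p-values were adjusted by the Benjamini-Hochberg method. Probes were counted by the paper's rule, a log2 fold change of at least 1 in size with an unadjusted p of at most 0.05, and by an adjusted p below 0.05 with the same fold change. Whether the effect of gcr1-5 differs with the GPA1 background was tested over all 8 arrays as an interaction, the difference between the double mutant and gpa1-5 minus the difference between gcr1-5 and Ws2, counted at an adjusted p below 0.05. The paper's text does not name its test. For a gene with no array well above background in a group, a bound was computed as the mean of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the lowest signal well above background on that array and the probe's own signal.

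Probes were named through the RefSeq table of the TAIR10.1 assembly. Of the 43613 probes, 34294 were matched by accession, 1855 by gene name, 705 by symbol or synonym and 206 by description, 290 kept a locus of the array files that is not in the table, and 6263 had no locus. The files name an older build, so coordinates are not given, and the table was used for names and for the neighbours of a gene. The genes named in the text are those the paper names by symbol or locus, GCR1 and GPA1, and the 5 probes with the highest and the 5 with the lowest log2 fold change among those with an adjusted p below 0.05, well above background on all 4 arrays and changed the same way in all 4 pairs of a mutant and a Ws2 array. Members of gene families were given as counts unless the paper names them. ACT2 (AT3G18780), the reference gene of the RT-qPCR, has no matched probe.

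Lists of genes were written from general knowledge before the values were seen. They hold the 6 phosphate starvation genes of the paper, 22 other phosphate starvation genes, 12 salicylic acid and systemic defense genes, 18 early wound and touch genes, 11 circadian clock genes, 15 root genes, 10 photosynthesis genes, 8 floral organ genes and 6 pollen genes. No gene is in more than 1 list, and besides the paper's own list only the salicylic acid list holds genes the paper names, 2 of them. Each list was tested with camera, with fry and with camera under an estimated correlation. Calls were also adjusted over the list alone.

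The steps were tested on simulated arrays with 200 changed probes at a log2 fold change of 1.5. For gcr1-5 against Ws2, limma recovered 93.0% of them over 30118 probes at an adjusted p below 0.05, with 11 false calls. The figures were 95.5% with 4 false calls over 30229 probes for gpa1-5, 91.5% with 7 over 29869 for the double mutant and 85.0% with 20 over 30730 for the interaction. By the paper's rule, limma made 284 calls on the simulated arrays for gcr1-5 against Ws2, and 85 of them were false. Of 100 unchanged lists of 20 genes, camera called 3 and fry 4. The simulated probes varied independently, so this does not test lists whose genes vary together. The alternatives tried were normexp background correction with an offset of 50, plain background subtraction with a floor of 1, quantile and median normalization, a percentile over probes well above background, no filter, a filter on all arrays, an equal-variance test without moderation, eBayes without a trend, all 8 arrays in a single fit, the replicate number as a block, the mean over the probes of a gene, and each array left out in turn. Gene Ontology, MapMan and AraCyc annotations were not used here, so the enrichments of the paper were not computed. Analyses used R 4.3.3, limma 3.58.1, data.table 1.17.8, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.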

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

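The comparisons among the mutants, the simulations of shared Ws2 arrays, the random lists matched on brightness and the tests of the gene lists in the interaction and in the other mutants were chosen only after the results were seen.

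Phosphate starvation genes that the paper does not name were lower in gcr1-5, a signal outside the genes it discusses. Over 19 tested genes of this list the median log2 fold change was -0.47, with 17 lower and 2 higher. Calls were made for 12 genes after adjustment over all probes in limma and for 15 adjusted over the list alone. Camera gave p = 6e-16, fry 5.8e-05 and camera with an estimated correlation 0.013. Selection of genes on these arrays is argued against as the whole cause of the decrease, since the list was not chosen from them and moved as a set with this median of -0.47. Over the alternatives in processing the median lay between -0.61 and -0.42, so the scaling and background choices tried here do not account for it. The paper states the same hydroponic medium for Ws2 and gcr1-5, but the phosphate left in each culture at harvest was not measured and stays open, as the cultures cannot be parted from the genotypes.

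The early wound and touch genes were higher in gcr1-5, another signal in genes the paper does not discuss. Their median log2 fold change was 0.58, with 17 of 18 genes higher, 13 called after adjustment over all probes in limma and 15 adjusted over the list alone. Camera gave p = 3.3e-14, fry 0.00076 and camera with an estimated correlation 0.028. The median was between 0.48 and 0.60 over the alternatives. Handling of the seedlings at harvest predicts a rise of these genes, with no set size, and they rose by a median of 0.58, so it may account for part of the stress genes called in gcr1-5. The list was also higher in gpa1-5, with a median of 0.32, and in the double mutant, with 0.39, as if the Ws2 arrays stood apart. Set against gpa1-5 it was higher in gcr1-5 by a median of 0.29 (camera in limma, adjusted p = 1.5e-06, 17 of 18 higher), but against the double mutant by 0.22 (camera in limma, adjusted p = 0.47), while fry gave an unadjusted 0.0029 for it. These comparisons also cross the sides of the slide inferred from the outlier marks. Handling, a shift of the Ws2 seedlings and an effect of the genotype cannot be told apart, since each genotype was harvested in a way the arrays do not record.

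The arrays of gpa1-5 and of the double mutant, which the paper does not report on, also differed from Ws2. At an adjusted p below 0.05 in limma with at least a 2-fold change there were 337 probes in gpa1-5, 153 higher and 184 lower, and 743 in the double mutant, 364 higher and 379 lower. GPA1 was at -1.88 ± 0.10 (SD, n = 2 arrays) in gpa1-5 and at -3.61 ± 0.14 (SD, n = 2) in the double mutant. GPA1 was thus reduced but still well above background on all 4 of these arrays. GCR1 in the double mutant was at least 11.1-fold lower than in Ws2 (limma, adjusted p = 0.018). That call was lost with plain background subtraction (limma, adjusted p = 0.05) and with eBayes without a trend (adjusted p = 0.069). It was also lost in the equal-variance test (adjusted p = 0.26), which called 0 probes in this comparison. Of the probes past the paper's rule, 154 changed the same way in gcr1-5 and gpa1-5. The shared Ws2 arrays alone gave a mean of 30.6 and at most 47 such probes in 100 simulations of unchanged groups, which argues against them as the whole cause. The correlation of the log2 fold changes, across probes, was 0.613, against at most 0.536 in the simulations. For gcr1-5 and the double mutant the numbers were 172 probes against at most 41, and a correlation of 0.502 against a simulated mean of 0.501. For gpa1-5 and the double mutant they were 339 against at most 47, and 0.767 against at most 0.535. The comparisons of gpa1-5 and of the double mutant with Ws2 both cross the sides of the slide inferred from the outlier marks. A shift between the sides could raise their shared count and correlation. The simulations held no such shift, so it stays open. A state of the Ws2 seedlings that sets them apart from all mutants stays open. Of the 56 probes below the adjusted threshold the same way in all 3 mutants, the mutants differed among themselves in 50%, which is consistent with such a state for the remainder and with shared effects of the genes alike. Genes the paper names differed in this respect. PAD3 changed by -1.02 in gcr1-5, -1.11 in gpa1-5 and -1.22 in the double mutant, and ERF13 by 1.37, 1.49 and 1.73. PDF1.2 changed by 1.53, 0.32 and -0.5. Leaving out a single array moved the gpa1-5 count to 979 without Ws2 replicate 1, 886 without Ws2 replicate 2, 144 without gpa1-5 replicate 1 and 73 without gpa1-5 replicate 2.

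The effect of gcr1-5 differed between the wild type and the gpa1-5 background. The interaction was below an adjusted p of 0.05 in limma for 1785 probes, 565 of them positive and 1220 negative. GPA1 itself had an interaction of -1.9 (SE 0.12, limma adjusted p = 0.00013), as its probe was lower in the double mutant than in gpa1-5, and no explanation of this was tested. Among the lists, the paper's phosphate genes had a median interaction of 1.65 (6 of 6 positive), the other phosphate genes 0.64 (18 of 21 positive), floral organ genes -0.42 (7 of 8 negative), pollen genes -1.04 (6 of 6 negative), early wound and touch genes -0.37 (16 of 18 negative) and salicylic acid genes -0.25 (10 of 12 negative). All of these passed under camera and fry after adjustment over the lists, and all but the salicylic acid genes under camera with an estimated correlation, where that list had p = 0.095. A state of the Ws2 seedlings would enter the interaction as well. In the comparison of the double mutant with gpa1-5, which leaves Ws2 out, 52.4% of the 1785 probes were below the adjusted threshold, against 6.84% of all probes. The probes were chosen on a contrast that holds this comparison, so that share does not settle how far Ws2 accounts for them. Floral and pollen genes were also lower in the double mutant than in gpa1-5, by medians of -0.31 and -0.68 (camera in limma, adjusted p = 3.1e-05 for both), and the 4 genotypes may have differed in stage. Single arrays weighed on the count, which was 726 without gpa1-5 replicate 1, 872 without gpa1-5 replicate 2, 1037 without gcr1-5 replicate 1, 780 without gcr1-5 replicate 2, 1074 without double mutant replicate 1 and 976 without double mutant replicate 2.

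The decrease of phosphate starvation genes in gcr1-5 was smaller in gpa1-5 and in the double mutant. The paper's 6 genes had medians of -1.35 in gcr1-5, -0.70 in gpa1-5 and -0.42 in the double mutant, where SPX3 was higher than in Ws2 by 0.36. For the other phosphate genes the medians were -0.47, -0.30 and -0.18, the mean in the double mutant being 0.13. Selection of the paper's genes on these arrays is argued against by the interaction of 0.64 in genes it does not name. Outlier marks gathered in the first 32 rows on Ws2 and gcr1-5 arrays, and in the last 32 on gpa1-5 and double mutant arrays. From these marks alone, Ws2 and gcr1-5 were taken to share a side of the slide, and gpa1-5 with the double mutant the opposite. A shift shared by the arrays of such a side drops out of the interaction and is argued against as the cause of the 0.64. A state of the Ws2 seedlings is argued against by the comparison of gcr1-5 with gpa1-5, in which the other phosphate genes were lower in gcr1-5 by a median of -0.33 (camera in limma, adjusted p = 8.1e-11, 19 of 21 lower, unadjusted 0.0018 under an estimated correlation), and by a median of -0.46 against the double mutant (camera in limma, adjusted p = 1e-09). Both comparisons cross these inferred sides. Of 10000 random lists of probes of the same brightness 0 were as low in either, their medians lying between -0.19 and 0.22 against gpa1-5, which argues against a shift of the sides that follows brightness, while a shift of another kind stays open. In the double mutant against gpa1-5 the paper's genes were higher by a median of 0.30 (camera in limma, adjusted p = 6.9e-05, 6 of 6 higher). For these genes the sign of the gcr1-5 difference was thus the opposite in that background. The others were mixed, with 13 higher and 8 lower and a median of 0.13 (camera in limma, adjusted p = 0.02, unadjusted 0.05 under an estimated correlation). The phosphate content of each culture remains untested, and no biological explanation was tested.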

How the results depend on the processing

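The comparisons of probes with Ws2, the interaction of probes, the gene lists with their test in gcr1-5, and the alternatives were set before the data were examined, while the tests of the lists in the other mutants and in the interaction, the comparisons among the mutants, the simulations of shared Ws2 arrays and the matched random lists were not. Among the alternatives, keeping outlier-marked spots, averaging only spots well above background, both of these together with the equal-variance test, and the correlations over all spots were chosen only after the results were seen. Of the values of single genes, lists and secondary counts, 1459 kept their direction and their side of the threshold or their size, 208 were no longer past it, 6 became so, 72 moved and 5 reversed. Of the leading results, 247 were kept, 60 moved and 1 became past the threshold. In addition 34 of the 2058 alternative values, in lists and in 9 named genes, changed sign while past no threshold.

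The phosphate and wound lists kept their direction and stayed past the threshold under every alternative run, with medians between -1.41 and -1.28 for the paper's 6 phosphate genes. The range was -0.61 to -0.42 for the other phosphate genes and 0.48 to 0.60 for the wound genes. For the interaction it was 1.58 to 1.71 for the paper's phosphate genes, 0.41 to 0.74 for the others, -0.43 to -0.29 for the wound genes, -0.49 to -0.39 for floral and -1.10 to -0.85 for pollen genes. The interaction of the salicylic acid list, -0.33 to -0.21, lost significance in 4 settings.

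With normexp background correction 145 probes and 119 genes passed the paper's rule, against 525 and 403. Below the adjusted p were 126 probes in gcr1-5 (261 otherwise), 184 in gpa1-5 (337) and 378 in the double mutant (743). All 145 were among the 525. With no filter 1288 probes and 962 genes passed the rule, 152 probes were below the adjusted p, and 27 of 36 tested genes of Table 1 had its direction. With a filter on all arrays 240 probes and 199 genes passed the rule and 4 of 10 tested genes of Table 1 had its direction, since fewer probes were tested. The share of up-regulated probes was 78.1% in the main setting, 60.0% with normexp, 51.0% with no filter and 66.2% with the filter on all arrays, and that of genes was 80.1%, 63.9%, 53.5% and 69.3%. Median normalization gave 1165 probes with an interaction, and the cause was not tested.

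The equal-variance test without moderation gave 0 probes below the adjusted p in gcr1-5, 0 in gpa1-5 and 0 in the double mutant, and 655 for the interaction, while 366 probes passed the rule by its unadjusted p in gcr1-5 and limma called 261. On simulated arrays it recovered 0 of 200 changed probes in each of the 3 comparisons, so with 2 arrays per group these zeros follow from the test. The added combination with that test gave 0 in all 3 comparisons, 635 for the interaction and 30 of 37 tested genes of Table 1.

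With each array left out in turn, a lone array being assumed to vary like the others, the probes past the rule ranged from 756 to 1095 and the genes from 534 to 772. The lowest count came without gcr1-5 replicate 2 and the highest without Ws2 replicate 1, and there were 928 without Ws2 replicate 2 and 912 without gcr1-5 replicate 1. Probes below the adjusted p ranged from 138 without gcr1-5 replicate 1 to 460 without Ws2 replicate 1 in gcr1-5, with 141 without gcr1-5 replicate 2. They ranged from 73 without gpa1-5 replicate 2 to 979 without Ws2 replicate 1 in gpa1-5, from 524 to 962 in the double mutant, and from 726 without gpa1-5 replicate 1 to 2023 without Ws2 replicate 1 for the interaction. Without Ws2 replicate 1, 39.5% of the probes past the rule and 40.9% of those below the adjusted p were up-regulated. The fitted difference of GCR1 ranged from -4.70 to -1.35, and was past the threshold only without gcr1-5 replicate 2, where it rests on a signal not well above background and stands for a bound of 13.7-fold. Genes of Table 1 in its direction ranged from 13 to 16, of Fig. 3 from 13 to 16 and of Table 2 from 19 to 20.

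Photosynthesis genes had a median of 0.13 in gcr1-5 (camera in limma, adjusted p = 0.015, fry 0.12) that reversed to -0.02 under quantile normalization, and the cause was not tested. Averaging all probes of a gene, which brings in probes that read otherwise, reversed AT5G66810 to 0.83, AT5G03440 to -1.80, NAI2 to -1.54 and AZF2 to -0.44. The correlation between Ws2 replicates was 0.971 on unlogged intensities, 0.994 with the filter on all arrays, 0.994 with normexp, 0.918 over all unlogged spots and 0.971 over all log2 spots. For the gcr1-5 replicates it was 0.963, 0.996, 0.995, 0.883 and 0.975 in that order. The lowest between genotypes was 0.936, 0.990, 0.992, 0.820 and 0.967, and the highest was 0.993, 0.992, 0.995, 0.984 and 0.973. Dim probes, which the choice of background changes most, limit the rest.

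Neither the labels nor the paper say that arrays with the same replicate number belong together. With the replicate block there were 591 probes past the rule in 454 genes, 265 below the adjusted p in gcr1-5, 494 in gpa1-5, 965 in the double mutant and 2091 for the interaction. The deviations of same-numbered arrays correlated between -0.0279 and 0.228 over 27701 probes, the highest being that of Ws2 and the double mutant, so a batch shared by some of them is not excluded. All 8 arrays lie on the same slide with a single scan, so a fit with slide or scan as a block could not be made.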

Differences from the paper's values

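The alternatives marked here as added were chosen only after the results were seen. The paper counts 432 spots and 350 genes as differentially regulated, and the counts of 525 and 403 found here lie within 1.5 times of these.

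In S1 Table the paper gives correlations of 0.980906 between the gcr1-5 replicates (0.986 here) and 0.97569 between the Ws2 replicates (0.987 here). For gcr1-5 replicate 1 it gives 0.959246 with Ws2 replicate 1 (0.985 here) and 0.976177 with Ws2 replicate 2 (0.982 here). No alternative set before the data were examined reaches these 4 values. For gcr1-5 replicate 2 the paper gives 0.973422 with Ws2 replicate 1 (0.9845 here), which no alternative set before the data were examined reaches, and which the log2 values of all spots, a setting chosen after seeing the values, do. For gcr1-5 replicate 2 with Ws2 replicate 2 the paper gives 0.991414 (0.983 here). Unlogged intensities, the filter on all arrays and normexp reach this value, and the other alternatives do not. On unlogged intensities the highest and the lowest pair were those of S1 Table, with 0.993 and 0.936.

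In Table 1 the paper gives a log2 fold change of 3.25 for AT1G11340 (-0.07 here), 3.23 for POL (0.11 here), 3.11 for AT5G66810 (-0.05 here) and 2.91 for ERS2 (-0.12 here). It gives -4.57 for AT2G02160 (-0.07 here), -4.34 for AT4G21830 (0.30 here), -3.80 for AT5G03440 (0.20 here), -3.74 for AT2G47300 (0.00 here), -3.67 for AT1G26250 (-0.18 here) and -3.44 for NAI2 (0.35 here). In Table 2 it gives -1.29 for AT1G05310 (0.01 here), 1.74 for KCS20 (0.20 here) and -1.78 for CYP71A13 (-1.41 here). No alternative set before the data were examined reaches any of these 13 values for the brightest probe. The value given for KCS20 is also the one Table 2 gives for CKX4, and the other tested probes of KCS20 differed by 0.18 and 0.02 here. Other probes of the same gene read -3.80 for AT5G03440, -3.43 for NAI2 and -1.78 for CYP71A13. Averaging all probes of a gene, set before the data were examined, gives the paper's direction with an adjusted p below 0.05 for AT5G66810, AT5G03440 and NAI2, at 0.83, -1.80 and -1.54.

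Among 16 settings tried on the spots after seeing the values, 3 gave a probe within 0.05 of Table 1 for each of its 40 genes and called all of them, dropping 0. They keep outlier-marked spots, average only the spots of a probe that are well above background, and use the equal-variance test. With probes well above background on both arrays of a group this gave 438 probes, 321 up and 117 down, in 360 genes, 275 up and 85 down. With no filter it gave 566 probes in 454 genes, and with probes well above background on any array 504 in 408 genes. Averaging spots that are positive and significant on at least 3 arrays gave 440 probes, 316 up and 124 down, in 358 genes, and called 21 of the 40. The paper's methods do not describe such a step.

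The paper names MLO genes among the largest clusters, and here 1 of 11 was called, against 7 of 33 defensin genes. It names MYB and ABI3/VP1 among the most represented transcription factor families. Over the 7 families counted, MYB had 2 of 133 genes called and B3 or ABI3/VP1 0 of 28, fewer than the AP2/ERF class with 6 of 57. It lists LECRKA4.3 among the differentially expressed genes, whose brightest probe differed by 0.03 here and whose other probe by 1.98. It states that genes of all remaining pathways of Table 2 were up-regulated, and of the 14 such genes 11 were higher and 3 lower here, the latter all below an adjusted p of 0.05 in limma. The paper's Table 2 itself lists these 3 genes, and AT1G05310, as down-regulated. It reports no GCR1 transcript in the mutant by RT-qPCR, and the GCR1 probe was well above background on 1 of the 2 gcr1-5 arrays.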

Other observations

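The tests on the GCR1 probe, on the spots of Table 1 and on probes with one genotype not well above background were chosen only after the result was seen.

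Several explanations were weighed for the 525 probes past the paper's rule in gcr1-5. The other ways to part the 4 arrays into groups of 2 gave 193 and 93 probes past the rule and 0 and 0 below the adjusted p in limma, against 525 and 261. Only the real split, 1 of 3, reached its own count, but with 3 splits the design cannot exclude chance. Signal near background is argued against as the whole cause by 201 probes below the adjusted p that were well above background on all 4 arrays. A different time of day is argued against by the 11 clock genes, whose log2 fold changes lay between -0.20 and 0.22 in morning- and evening-phased genes, the largest being 0.22, with a median of 0.02 and 0 genes below an adjusted p of 0.05 in limma or adjusted over the list alone. A different share of root cannot be told apart from the genotype, as only 6 of the 15 root genes were tested and the check is void, their median of -0.11 and mean of 0.16 differing in sign. The onset of flowering stays open. Floral organ genes had a median of 0.17 (camera in limma, adjusted p = 0.055, fry 0.11, 6 of 8 higher) and pollen genes of 0.30 (camera in limma, adjusted p = 0.007, fry 0.011, unadjusted 0.094 under an estimated correlation, 6 of 6 higher). Salicylic acid genes had a median of 0.03 (camera in limma, adjusted p = 0.98), with 2 up-regulated and 3 down-regulated at an adjusted p below 0.05 in limma. Handling at harvest is weighed with the wound and touch genes.

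Probes with one genotype not well above background made up 47.4% of those past the rule, 55.4% of the up-regulated and 19.1% of the down-regulated ones, against 3.92% of all probes tested. Of these 249 probes 50, or 20.1%, were below the adjusted p, against 76.4% of the others past the rule. Low signal lowers the power of the test by itself, so noise near background and true changes of weakly expressed genes cannot be told apart for the remainder by this count of 50. The 10315 probes that were well above background on none of the 4 arrays read lower in gcr1-5 by a median log2 difference of -0.66 in the main setting, by -0.03 after quantile normalization, and higher by 0.02 with normexp and 0.28 with plain background subtraction. No scaling moved the median of the tested probes by more than 0.1.

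For the large changes of Table 1, the probe closest to the paper's value had a copy that did not change at least 2-fold the same way in 20 of 25 genes with 2 spots, or 80%. Of these, 11 were listed as up-regulated and 9 as down-regulated. Of the spots that did change, 45% lay in the first 32 rows of the array, where 8.32% of all spots lie (exact binomial test, one-sided, p = 1.4e-05). The outlier marks gathered there on the Ws2 and gcr1-5 arrays, with 178, 384, 85 and 186 of 376, 783, 236 and 431 marks. Stray signal on single spots is a candidate explanation for these changes and fits the 45%. The spots were not chosen by position, so the test could have come out otherwise. AZG2 and AT2G02160 belong to this set and were among the genes measured by RT-qPCR, which the paper reports as matching its arrays in every case. For these genes the RT-qPCR speaks against stray signal, so the explanation is not settled for them. Of 20 genes with other probes, 3 had another probe that changed at least 2-fold the same way, AT5G11140, AT1G80970 and AZG2. For AT5G11140 both probes were tested, at 4.26 and 4.57, so its change does not rest on a single probe. For AT1G80970 and AZG2 no probe passed the background filter, so their other probe cannot decide this.

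The GCR1 probe was well above background in gcr1-5 replicate 2 at -4.33, and in neither double mutant array, with -9.01 and -6.42. Wild-type RNA in that sample is argued against. If 39.1% of its RNA came from Ws2, as the GCR1 signal would need, 263 probes that differ between replicate 1 and Ws2 should differ by a median of 0.70 times as much in replicate 2, and the ratio was 0.94 (0.92 to 0.96 over 10000 bootstrap samples of the probes). Stray signal stays open. On that array 83 of 7254 unmarked spots whose copy was not well above background, or 1.14%, read as bright as the GCR1 spot, and in the first 32 rows, where the GCR1 spot lies in row 20, 18 of 561, or 3.21%. A transcript left from the disrupted gene stays open as well, since 0 of 2 double mutant arrays showed it but the T-DNA line could differ in level between plants. These cannot be told apart with a single probe in 1 spot.

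Enhancers of the activation-tag vector could have raised genes near GCR1. Of the 5 genes on either side in the TAIR10.1 assembly, 4 were tested, and their median log2 fold change in gcr1-5 was -0.07, which decides nothing, as they went both ways. NPSN12 was at -0.22, CIPK17 at 0.33 (SE 0.31), AT1G48280 at -0.06 and DGAT3 at -0.08, none below an adjusted p of 0.05 in limma (0.16, 0.64, 0.69 and 0.60). In the double mutant CIPK17 was higher by 1.19 (limma, adjusted p = 0.053) and NPSN12 lower, at -0.29 (limma, adjusted p = 0.041), so an effect of the enhancers on a single neighbour stays open. These neighbours were named after their place was known and are outside the genes of the paper.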
